# High throughput sequencing identifies an imprinted gene, Grb10, associated with the pluripotency state in nuclear transfer embryonic stem cells

**DOI:** 10.18632/oncotarget.17185

**Published:** 2017-04-18

**Authors:** Hui Li, Shuai Gao, Hua Huang, Wenqiang Liu, Huanwei Huang, Xiaoyu Liu, Yawei Gao, Rongrong Le, Xiaochen Kou, Yanhong Zhao, Zhaohui Kou, Jia Li, Hong Wang, Yu Zhang, Hailin Wang, Tao Cai, Qingyuan Sun, Shaorong Gao, Zhiming Han

**Keywords:** nuclear transfer reprogramming, induced pluripotent reprogramming, Dlk1-Dio3 region, imprinted gene, RNA-seq

## Abstract

Somatic cell nuclear transfer and transcription factor mediated reprogramming are two widely used techniques for somatic cell reprogramming. Both fully reprogrammed nuclear transfer embryonic stem cells and induced pluripotent stem cells hold potential for regenerative medicine, and evaluation of the stem cell pluripotency state is crucial for these applications. Previous reports have shown that the Dlk1-Dio3 region is associated with pluripotency in induced pluripotent stem cells and the incomplete somatic cell reprogramming causes abnormally elevated levels of genomic 5-methylcytosine in induced pluripotent stem cells compared to nuclear transfer embryonic stem cells and embryonic stem cells. In this study, we compared pluripotency associated genes Rian and Gtl2 in the Dlk1-Dio3 region in exactly syngeneic nuclear transfer embryonic stem cells and induced pluripotent stem cells with same genomic insertion. We also assessed 5-methylcytosine and 5-hydroxymethylcytosine levels and performed high-throughput sequencing in these cells. Our results showed that Rian and Gtl2 in the Dlk1-Dio3 region related to pluripotency in induced pluripotent stem cells did not correlate with the genes in nuclear transfer embryonic stem cells, and no significant difference in 5-methylcytosine and 5-hydroxymethylcytosine levels were observed between fully and partially reprogrammed nuclear transfer embryonic stem cells and induced pluripotent stem cells. Through syngeneic comparison, our study identifies for the first time that Grb10 is associated with the pluripotency state in nuclear transfer embryonic stem cells.

## INTRODUCTION

Reprogramming refers to the erasure and remodeling of epigenetic marks during mammalian development *in vivo* and is an approach that changes differentiated cells into dedifferentiated cells *in vitro*. Somatic cell nuclear transfer (SCNT) and transcription factor (TF) mediated reprogramming are two major *in vitro* reprogramming techniques.

The studies of mammalian cloning and reprogram-ming have grown substantially since the first somatic cell cloned sheep, Dolly, was born [1]. The derivation of embryonic stem cells (ESCs) from cloned embryos by SCNT was an important achievement, and nuclear transfer ESCs (ntESCs) can be successfully derived from various adult cell types from mice, rhesus macaques, and humans, among others [2–7]. However, the reprogramming efficiency of SCNT limits the applications of ntESCs, although many solutions have been developed to resolve this issue. The addition of trichostatin A (TSA) and scriptaid (SCR) to the culture medium can improve SCNT efficiency [8–11]. *Xist*-deficient cumulus cells and Sertoli cells have been shown to robustly improve efficiency for mouse SCNT [12], and Kdm4A overexpression increased the blastocyst formation rate of human SCNT embryos [13].

Takahashi and Yamanaka demonstrated that pluripotent stem cells can be obtained from mouse embryonic or adult fibroblasts by introducing four transcription factors, Oct3/4, Sox2, c-Myc, and Klf4, under embryonic stem cell culture conditions [14]. Extensive studies examining TF mediated reprogramming were performed following the discovery that induced pluripotent stem cells (iPSCs) can support the full-term development of tetraploid blastocyst complemented embryos in mice [15, 16]. Many studies have been performed to improve efficiency. Small molecules such as Vitamin C have been used to improve efficiency both in mouse and human TF mediated pluripotent reprogramming [17]. A recent study found that combining several small molecules can reprogram mouse somatic cells, increasing reprogramming efficiency to 0.2% [18]. Moreover, the expression of certain genes can improve the TF mediated reprogramming efficiency. Zscan4 overexpression increased iPSCs efficiency and quality in mice [18], whereas Nr5a2 can replace Oct4 during reprogramming and improve efficiency in mice [19].

To better understand SCNT and TF mediated reprogramming, the methylation state of imprinted mouse genes, epigenetic memory, somatic mutation and telomeric rejuvenation of ntESCs and iPSCs have been compared [20–23]. The DNA methylation and transcriptome profiles of human ntESCs corresponds closely to *in vitro* fertilized embryonic stem cells (IVF-ESCs), whereas iPSCs exhibits differences, retaining residual DNA methylation patterns typical of parental somatic cells [24]. Comparisons of ntESCs and iPSCs can be used to identify high-quality ntESCs or iPSCs for future regenerative medicine applications. Previous studies have shown that activation of the Dlk1-Dio3 imprinted genomic region is required for TF induced iPSCs to obtain full pluripotency and the expression of the imprinted genes Rian and Gtl2 was higher in fully reprogrammed iPSCs than in partially reprogrammed iPSCs [25, 26]. However, it remains unclear whether the Dlk1-Dio3 region is also associated with ntESCs pluripotency state.

In this study, we first generated exactly syngeneic ntESCs and iPSCs from adipocyte progenitor cells (APCs) isolated from the all-iPSC mice through the primary TF mediated reprogramming in our previous study [15]. This secondary reprogramming system maintained the same genomic insertion in both ntESCs and iPSCs. By comparing fully and partially reprogrammed ntESCs and iPSCs, we observed that imprinted genes Rian and Gtl2 in the Dlk1-Dio3 region related to iPSCs pluripotency state were not correlated with the pluripotency state in ntESCs. A previous study has shown that incomplete somatic cell reprogramming caused abnormally high genomic 5-methylcytosine (5mC) levels in iPSCs compared to ntESCs and ESCs, suggesting that there might be different 5mC levels between ntESCs and iPSCs [27]. We did not observe a significant difference in 5mC or 5-hydroxymethylcytosine (5hmC) levels between fully and partially reprogrammed ntESCs and iPSCs. Our comparison of fully and partially reprogrammed ntESCs demonstrated that Grb10 was associated with the pluripotency state in ntESCs using high throughput sequencing, which was verified with quantitative reverse-transcription PCR in ntESCs from both APCs and fibroblast cells. By using syngeneic comparison, our study provides valuable information regarding ntESCs and iPSCs and identifies for the first time an important gene associated with the pluripotency state in ntESCs.

## RESULTS

### The derivation of ntESCs and iPSCs from APCs in a secondary reprogramming system

To perform an exact syngeneic comparison of ntESCs and iPSCs in this study, a secondary reprogramming system was established.

APCs isolated from the 1^0^-all-iPSC mice were used to derive ntESCs and to generate iPSCs [15, 28–31]. The 1^0^-mouse embryonic fibroblasts (MEFs)-iPSC-37 cells (37iPSC) were derived from 13.5 days postcoitum (dpc) embryos collected from female 129S2/Sv mice mated with Rosa26-M2rtTA transgenic mice and were shown to be fully pluripotency by their capacity to generate all-iPSC mice.

NtESCs were derived from the blastocysts of SCNT embryos. SCNT embryos were obtained by transferring the nuclei of APCs into enucleated oocytes (Table 1). SCNT blastocysts were plated onto a feeder layer of MEFs, and outgrowths emerged after approximately 5 to 10 days. In total, 38 ntESCs cell lines were established from 440 cloned embryos.

**Table 1:** Summary of ntESC establishment from cloned embryos with APCs

Type of donor cells	No. cloned embryos	No. morula/blastocysts (%)	No. ICM outgrowths	No. ntES cell lines(%)
APCs	187	7(3.7)	0	0(0)
APCs	131	56(42.7)	19	19(14.5)
APCs	122	54(44.3)	19	19(15.6)
Total	440	117(26.6)	38	38(8.6)

Abbreviation: APCs, adipocyte progenitor cells; ntESCs, nuclear transfer embryonic stem cells.

%: percentage of reconstructed embryos

IPSCs induced from APCs were generated by adding doxycycline. After approximately 7 days, ES-like colonies emerged. In total, 45 iPSCs cell lines were established. Hereafter, we designate the ntESCs and iPSCs from APCs using different derivation methods as AN and AI, respectively.

### Characterization of different pluripotency states in ntESCs and iPSCs derived from APCs

To evaluate the pluripotency state in syngeneic ntESCs and iPSCs, we examined the karyotypes of the derived cell lines and identified 31 AN cell lines and 41 AI cell lines with normal karyotypes (Table 2). There were only minor differences in the percentage of cell lines with a normal karyotype between the AN and AI cell lines.

**Table 2:** Summary of karyotype analysis in ntESCs and iPSCs

Type of cell lines	No. cell lines	No. normal karyotype cell lines (%)
AN	38	31(81.6)
AI	45	41(91.1)

Abbreviation: AN, nuclear transfer embryonic stem cells and adipocyte progenitor cells as donor cells; AI, induced pluripotent stem cells and adipocyte progenitor cells as primary cells.

%: percentage of normal karyotype cell lines.

Next, we observed that AN and AI cell lines exhibited a typical mouse ESCs morphology, with a compact appearance and a well-defined border. The cell lines were also positive for AP activity (Figure 1A). AN and AI cell lines expressed both protein and mRNA for pluripotency marker genes (Figure 1B and 1C).

**Figure 1:**
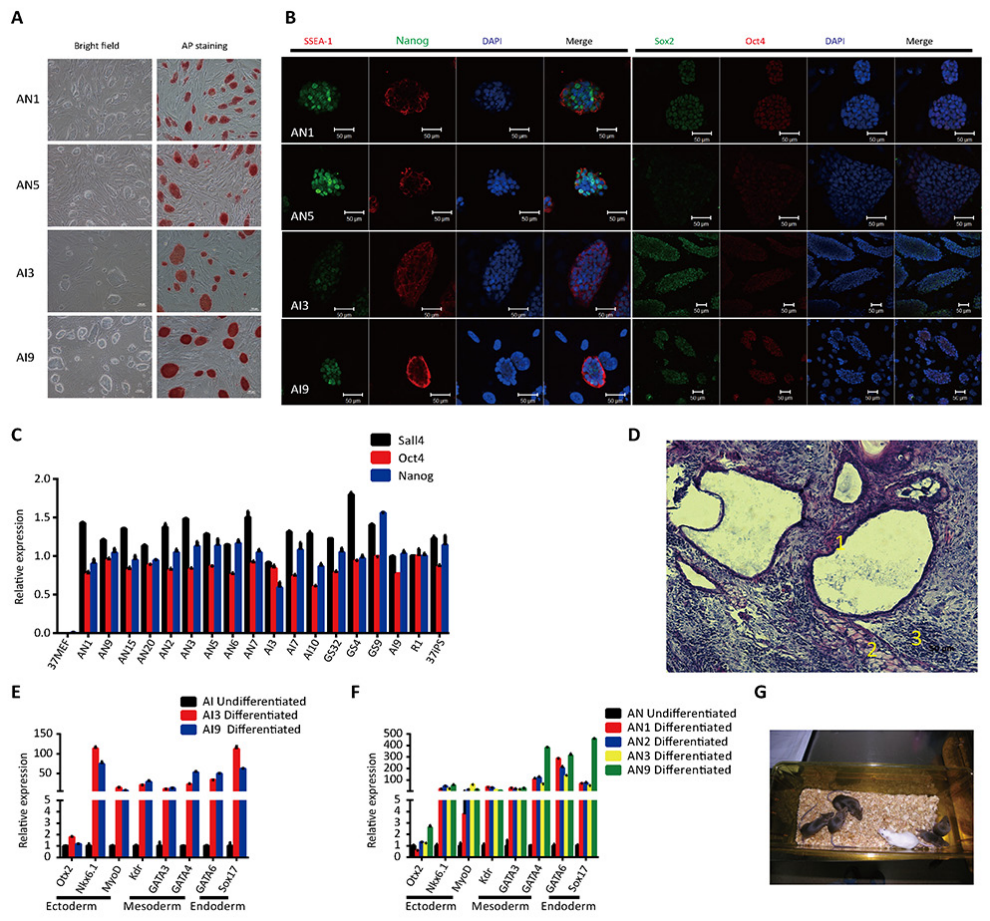
Characteristics of ntESCs and iPSCs from APCs **(A)** Morphology and alkaline phosphatase expression of ntESCs and iPSCs. Scale bars, 100 μm. **(B)** Immunofluorescence staining of pluripotent markers SSEA-1 (red), Nanog (green), Sox2 (green), and Oct4 (red) in AN and AI lines. Nuclei were stained with DAPI. Scale bars, 50μm. **(C)** Quantitative PCR analysis of the pluripotent markers Sall4, Oct4 and Nanog in AN and AI lines. Relative mRNA expression is normalized to GAPDH and is represented relative to expression in fibroblasts (37MEF). The experiments were performed in triplicate (means±SD; n=3). The primers used are listed in Supplementary Table 2. **(D)** H&E staining of teratomas generated from AN1 that formed tissues from all three germ layers. 1: Ectoderm; 2: Mesoderm; 3: Endoderm. Scale bars, 100 μm. A detailed description of all of the cell lines is given in Supplementary Table 1. **(E and F)** Quantitative PCR analysis showing the upregulation of markers for all three germ layers during the *in vitro* differentiation of AN and AI lines. Relative mRNA expression is normalized to GAPDH and represented relative to expression in undifferentiated AN and AI lines. The experiments were performed in triplicate (mean±SD; n=3). The primers used are listed in Supplementary Table 2. **(G)** Germline transmission of an AN1 tetraploid mouse. Details on all of the cell lines are in Supplementary Table 1.

Furthermore, we examined the developmental potential of the cell lines using teratoma formation as *in vivo* differentiation assay. Histological examination (H&E) revealed that AN and AI could give rise to teratomas containing tissues from all three germ layers (Figure 1D and Supplementary Table 1). In addition, under *in vitro* differentiation conditions, differentiated cells derived from AN and AI cell lines exhibited upregulated markers for all three germ layers compared to undifferentiated cell lines (Figure 1E and 1F).

To investigate the pluripotency state of AN and AI cell lines, we utilized a tetraploid complementation assay and performed germline transmission (Figure 1G and Supplementary Table 1). We identified four fully pluripotent ntESCs (AN1, AN9, AN15 and AN20), five partially reprogrammed ntESCs (AN2, AN3, AN5, AN6 and AN7), three fully pluripotent iPSCs (AI3, AI7 and AI10) and one partially reprogrammed iPSCs (AI9). Hereafter, we designated the fully pluripotent ntESCs as AN F, the partially reprogrammed ntESCs as AN P, the new derived fully pluripotent iPSCs and previous identified fully pluripotent GS32 as AI F, and the new derived partially reprogrammed AI9 and previous identified partially GS4 and GS9 as AI P, respectively. These fully and partially pluripotent cell lines were utilized for further investigation.

### Expression of Rian and Gtl2 in the Dlk1-Dio3 region in ntESCs and iPSCs

Previous studies have shown that the imprinted genes Rian and Gtl2, which are located in the Dlk1-Dio3 region, are associated with pluripotency state in mouse iPSCs [32, 33]. The quantitative PCR results showed that the expression levels of Rian and Gtl2 were significantly different between AI F and AI P, which is consistent with previous reports showing that Rian and Gtl2 were expressed at a higher level in fully reprogrammed iPSCs than in partially reprogrammed iPSCs [25, 26]. However, we found that there was no significant difference in the expression of Rian and Gtl2 between AN F and AN P (Figure 2A and 2B), suggesting that pluripotency state related genes in the Dlk1-Dio3 region in iPSCs might not be associated with pluripotency in ntESCs. Rtl1 is another gene in the Dlk1-Dio3 region that showed little expression difference between AN F and AN P, but there was a significant difference in Rtl1 expression between AI F and AI P (Figure 2C).

**Figure 2:**
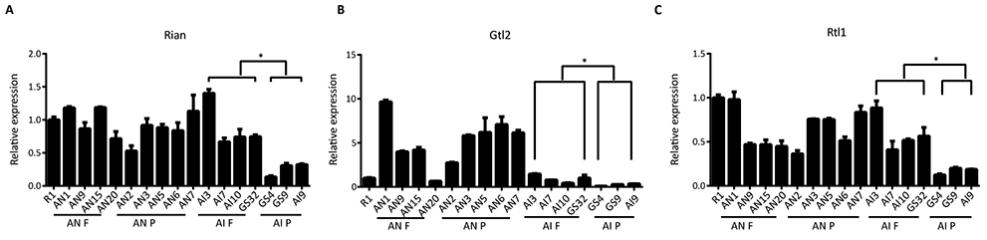
Expression of Rain, Gtl2 and Rtl1 in AN and AI cell lines **(A, B, and C)** Quantitative PCR analysis for Rain, Gtl2 and Rtl1, which are in the Dlk1-Dio3 region, in AN and AI lines. AN F: full reprogrammed cells as shown by tetraploid complementation assay in AN lines; AN P: partially reprogrammed cells as shown by tetraploid complementation assay in AN lines; AI F: full reprogrammed cells as shown by tetraploid complementation assay in AI lines; AI P: partially reprogrammed cells as shown by tetraploid complementation assay in AI lines. Relative mRNA expression is normalized to GAPDH and is represented relative to expression in R1 ESCs. The experiments were performed in triplicate (means±SD; n=3; Student's t test; *p<0.05; **p<0.01, and ***p<0.001). The primers used are listed in Supplementary Table 2.

### 5mC and 5hmC DNA modifications in ntESCs and iPSCs were not different

Evaluation of the epigenetic modification in ESCs, ntESCs and iPSCs suggested that incomplete somatic cell reprogramming might be caused by abnormally high levels of genomic 5mC in iPSC lines, even though iPSCs had germ-line chimeric properties [27]. Here, we examined the 5mC and 5hmC levels in ntESCs and iPSCs and determined whether 5mC content correlated with fully or partially reprogrammed stem cells. Our results showed that there was no significant difference in 5mC or 5hmC levels in AN F and AN P cell lines, and AI F and AI P cell lines (Figure 3A and Figure 3B).

**Figure 3:**
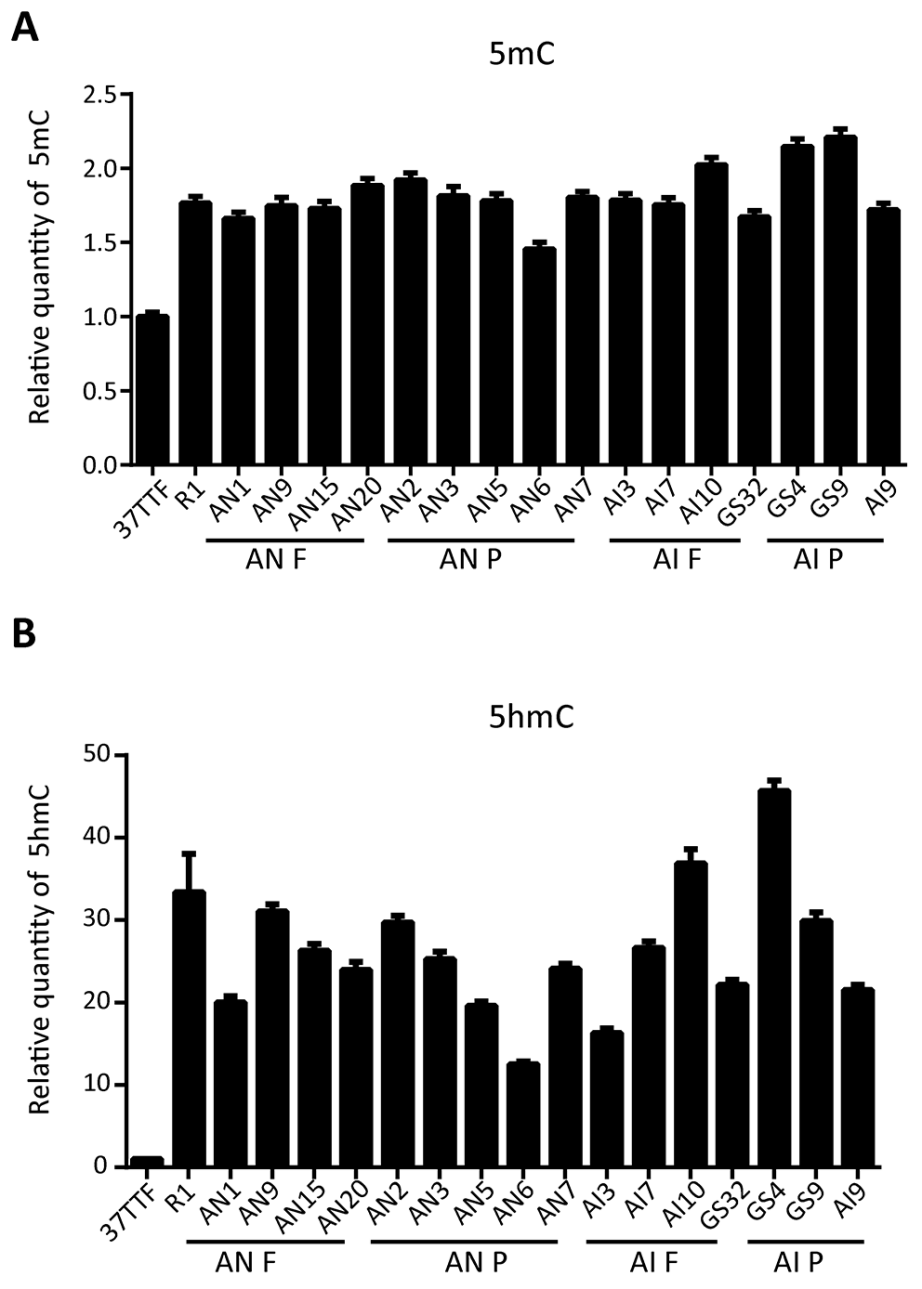
Quantification of 5mC and 5hmC in AN and AI lines **(A)** Quantification of genomic 5mC in AN F, AN P, AI F and AI P cell lines showing values that were normalized and compared to fibroblasts (37 TTF). Experiments were performed in triplicate (mean±SD; n=3). **(B)** Quantification of genomic 5hmC in AN F, AN P, AI F and AI P cell lines showing values that were normalized and compared to fibroblasts (37TTF). Experiments were performed in triplicate (mean±SD; n=3).

### The identification of Grb10 associated with pluripotency state in ntESCs

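RNA from 16 cell lines was sequenced as single-end reads, with 1 library per cell line. The libraries covered 4 AN F lines (AN1, AN9, AN15 and AN20), 5 AN P lines (AN2, AN3, AN5, AN6 and AN7), 4 AI F lines (AI3, AI7, AI10 and GS32) and 3 AI P lines (AI9, GS4 and GS9). The authors mapped the reads to the mouse genome (mm9) with TopHat and calculated FPKM values, which scale the reads of a gene by transcript length and by the reads of the library, with Cufflinks. The deposited table holds 22552 genes by name, and no read counts were analysed here. The number of reads behind each value is therefore unknown. The depth of each line relative to AN1 was estimated over genes with an FPKM above 0 and under 0.5 in both lines. The most frequent ratio of their values was taken as the ratio of the value of a single read. The library normalization is not named, so this is read depth only if FPKM was scaled by library totals. Relative to AN1, set to 1, the depth ranged from 0.961 to 1.26, with medians of 1.05 in AN F, 1.04 in AN P, 1.07 in AI F and 1.24 in AI P. The FPKM of all genes together ranged from 661973 to 963434 per line. Genes for small RNAs such as microRNAs and snoRNAs made up 15.8% to 28.6% of that sum. Values were compared as log2(FPKM + 1) for the 13185 genes with a mean FPKM of at least 0.5 over the 16 lines. AN F was compared with AN P, and AI F with AI P, with limma's moderated test with a mean-variance trend and Benjamini-Hochberg adjustment. In this design, a cell line is the replicate.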

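In the comparison of AN F with AN P, 0 genes were higher and 0 were lower in AN F at an adjusted p under 0.05 in limma's test. At an unadjusted p under 0.05, 398 genes were higher and 394 were lower, where chance alone gives 329.6 in each direction. All 4 AN F lines lay above all 5 AN P lines for 77 genes and below them for 94 genes, and chance gives 104.6 genes, or 0.794%, in each direction. In the comparison of AI F with AI P, 0 genes were higher and 0 were lower in AI F at the same adjusted threshold. At an unadjusted p under 0.05, 458 genes were higher and 567 were lower. The AI F lines lay above all AI P lines for 223 genes and below them for 421 genes, against 376.7 genes, or 2.86%, by chance. Of the alternatives tried, the unadjusted p changed these counts most. Other splits of the same AN lines into 4 and 5 lines often gave as many genes at an unadjusted p under 0.05. This was the case for 29 of 100 splits, the real one included. Among all 35 splits of the AI lines into 4 and 3 lines, 5 gave as many.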

We used high throughput sequencing to compare gene expression differences between AN F and AN P, and AI F and AI P. In AN F, 84 genes were significantly upregulated, and 391 genes were upregulated in AI F compared to AN P and AI P, respectively. 

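GO terms were not retested, and the genes were compared as lists set by name. The list of zinc finger protein genes, taken as all genes named Zfp and a number, held 317 tested genes. Their log2 fold change between AN F and AN P averaged 0.14, and 241 of the 317 were higher in AN F (adjusted p = 1.3e-10, camera with a preset correlation between genes of 0.01, over 12 lists). The list of 40 M phase genes averaged 0.19 and was higher in AN F for 33 genes (adjusted p = 1.4e-08, camera). When the correlation between genes was taken from the data, neither list passed the threshold. The adjusted p of both lists was then 0.397 with fry and 0.536 with camera and an estimated correlation. Of the 12 lists, 7 passed with the preset correlation, and 0 passed with either of these tests. Without AN9, 2 lists passed with the preset correlation, and without AN3, 3 lists passed. The zinc finger and M phase lists were among them in both cases. The mean of log2(FPKM + 1) over the zinc finger genes was 2.47 ± 0.13 (SD, n = 4) in AN F and 2.33 ± 0.039 (SD, n = 5) in AN P. The exact two-sided permutation test gave p = 0.0794, or 0.0397 when counted by absolute size. AN1, at 2.350, and AN15, at 2.370, lay inside the AN P range of 2.280 to 2.377. AN9, at 2.520, and AN20, at 2.633, lay above it, so the difference rests on these lines. An exact two-sided permutation test of the M phase genes also gave p = 0.0794. The zinc finger genes had a lower GC content in the mm9 annotation, with a mean of 47.0% against 50.6% for the other genes. Removing the trend of each line over GC content and transcript length left 67.1% of their mean log2 fold change. Zinc finger genes are a family of paralogs, and how reads shared between them were assigned was not examined. The gene of this list with the highest mean FPKM was Zfp207, at 177.4, and that of the M phase list was Cdc20, at 222.4.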

Gene Ontology (GO) analysis showed that most of the upregulated genes in AN F were related to transcription (Figure 4A). 

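For AI F and AI P, the gene lists closest to these processes were those for collagen chains, cell adhesion, blood vessel development and skeletal system development. The 23 collagen chain genes had a mean log2 fold change of 0.78 between AI F and AI P, and 21 were higher in AI F (adjusted p = 3.1e-09, camera). The mean was 0.59 for the 29 cell adhesion genes, of which 26 were higher (adjusted p = 2.8e-09, camera). The 21 blood vessel development genes averaged 0.36, with 18 higher (adjusted p = 5.2e-05, camera), and the 23 skeletal system development genes averaged 0.51, with 21 higher (adjusted p = 5.6e-08, camera). With fry, each of these lists had an adjusted p of 0.188, and with an estimated correlation 0.258. Mean log2(FPKM + 1) over each list did not separate the groups. In exact two-sided permutation tests, p was 0.114 for collagen chain and cell adhesion genes and 0.171 for blood vessel and skeletal system development genes, where 4 lines against 3 cannot give a p below 0.0571. The AI P line AI9 lay inside the range of the AI F lines for all 4 lists, while GS4 and GS9 lay lower. Genes that mark fibroblasts, which are also the cells of a feeder layer, were higher in AI F as well, for 29 of 30 genes with a mean log2 fold change of 0.85. Of these 30 genes, 15 are also in another of the lists.

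**Figure D1:**
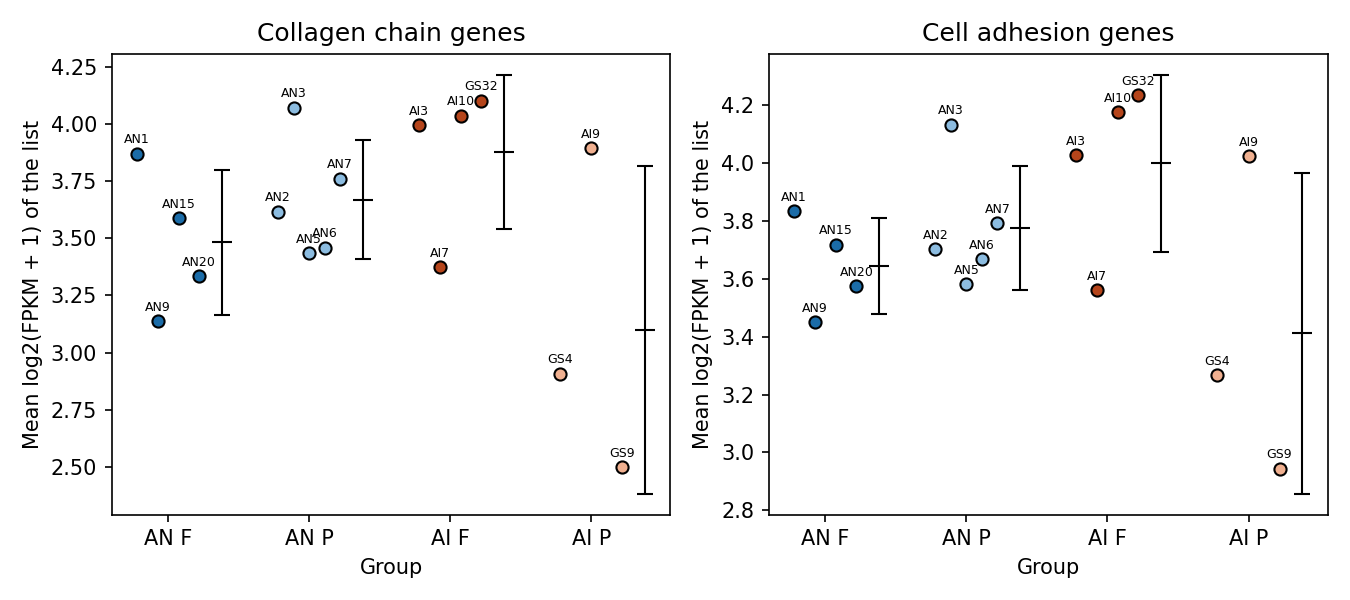
Mean log2(FPKM + 1) of the collagen chain genes and of the cell adhesion genes (vertical axes) for each cell line, by group (horizontal axes), with group means and SD as bars. The AI P line AI9 lies among the AI F lines, above GS4 and GS9.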

The upregulated genes in AI F were enriched for mesodermal development-related processes including blood vessel, vasculature and skeletal development (Figure 4B). Interestingly, we found that Grb10, a maternally imprinted gene, was upregulated in both the AI F and AN F cell lines (Figure 4C). 

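Grb10 had an FPKM of 42.0 ± 4.39 (SD, n = 4) in AN F and 23.2 ± 10.2 (SD, n = 5) in AN P. Each AN F line, from 36.8 to 46.1, was above each AN P line, from 8.89 to 33.0 (exact two-sided permutation test, p = 0.0159, the smallest p that 4 lines against 5 allow). This is a log2 fold change of 0.95 (standard error 0.33), with an adjusted p of 0.636 in limma's test over all genes and 0.152 adjusted over the list alone. This list held the 9 tested genes of the 10 named for their expression in the paper, or for the Dlk1-Dio3 region, and it was set in part from genes that the paper chose on these lines. A shorter list of 4 genes (Grb10, Rian, Meg3 and Rtl1) was used first and was then replaced by it. Over the shorter list, the adjusted p of Grb10 in AI was under 0.05 (limma), so whether Grb10 passes in AI depends on the list. In AI F, the FPKM of Grb10 was 45.6 ± 7.33 (SD, n = 4), and in AI P it was 22.6 ± 26.3 (SD, n = 3). The AI P lines were far apart, at 53.0 in AI9, 8.28 in GS4 and 6.60 in GS9, and AI9 lay inside the AI F range of 36.9 to 54.9. The log2 fold change of 1.56 (standard error 0.64) had an adjusted p of 0.521 in limma's test and 0.0758 adjusted over the list alone. The groups overlapped, and the exact two-sided permutation test gave p = 0.229. Without AI9, it was 2.46, and with AI9 kept and another line left out it was at least 1.04. In AN, the log2 fold change was lowest without AN6, at 0.66. For Grb10, the difference between the effects in AI and AN was 0.61 (standard error 0.71) and did not pass the threshold (adjusted p = 0.454 over the list alone, limma). At an unadjusted p under 0.05, 4 genes were higher in both AN F and AI F. From the list sizes, 13.8 would be expected if the comparisons were unrelated, so 4 is fewer. Among 100 pairs of splits of the same lines, the real pair included, the median overlap was 2. Splits mostly had shorter lists than the real ones. The median count at this threshold, in both directions, was 438 in AN, against 792, and 345 in AI, against 1025. A median of 2 therefore does not make 4 a large overlap. The 4 genes were Grb10, Arl5a, Jmjd1c and Plch1, and the last 3 were picked out only after their values were seen. At an adjusted p under 0.05, 0 genes were higher in both. The paper proposes a link between Grb10 and how fully ntESCs are reprogrammed. It draws on the higher expression in both kinds of fully reprogrammed line and on quantitative PCR (Figure 4D and 4E), with AI9 as an exception. It further draws on quantitative PCR of ntESCs from tail-tip fibroblasts, where FN F lines had significantly more Grb10 than FN P lines (Figure 4F). The FN lines were not among the sequenced lines.

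**Figure D2:**
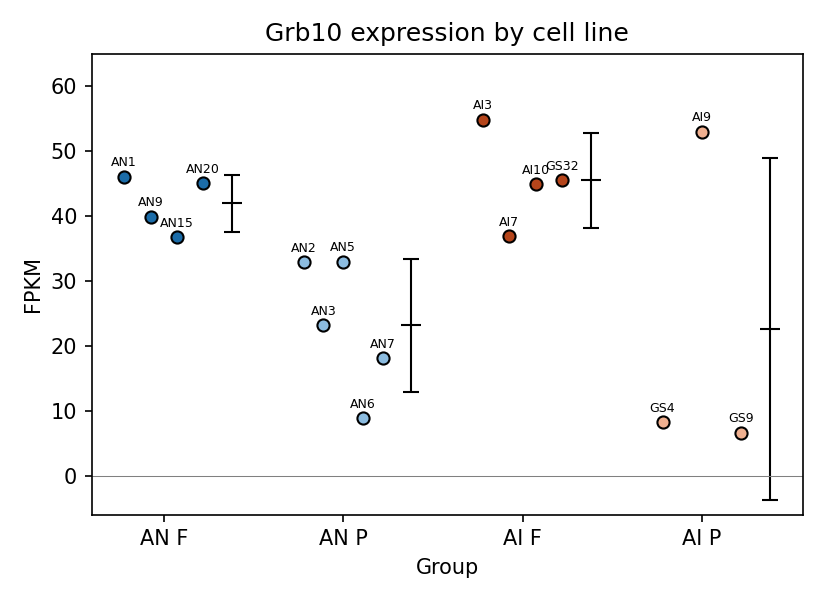
FPKM of Grb10 (vertical axis) in each cell line, by group (horizontal axis), with group means and SD as bars. All AN F lines lie above all AN P lines, and AI9 lies among the AI F lines.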

Our quantitative PCR analysis confirmed that Grb10 expression in fully reprogrammed AN cells was higher than in partially reprogrammed cells (Figure 4D). In AI cell lines, Grb10 expression in most AI fully reprogrammed cell lines was higher than in partially reprogrammed cell lines except for AI9 (Figure 4E). These results suggest that Grb10 might be associated with pluripotency state in ntESCs. To further verify that Grb10 was associated with pluripotency state in ntESCs, ntESCs cells (FN) derived from SCNT blastocysts using the tail-tip fibroblasts (TTFs) as donor cells were examined. The TTFs were from the 1^0^-all-iPSC mice in the primary TF induced pluripotent reprogramming in our previous study [15]. The 1^0^-MEF-iPSC-37 cells (37iPSC) were derived from 13.5 dpc embryos collected from female 129S2/Sv mice mated with Rosa26-M2rtTA transgenic mice and were shown to be fully pluripotency by their capacity to generate the all-iPSC mice. FN cell lines were also grouped into fully and partially reprogrammed cell lines using the tetraploid complementation assay and were designated FN F and FN P, respectively (unpublished data). This assay showed that Grb10 expression was significantly higher in FN F than in FN P (Figure 4F), which indicates that Grb10 might work as an important molecular marker for indicating pluripotency state in ntESCs derived from different cell types.

**Figure 4:**
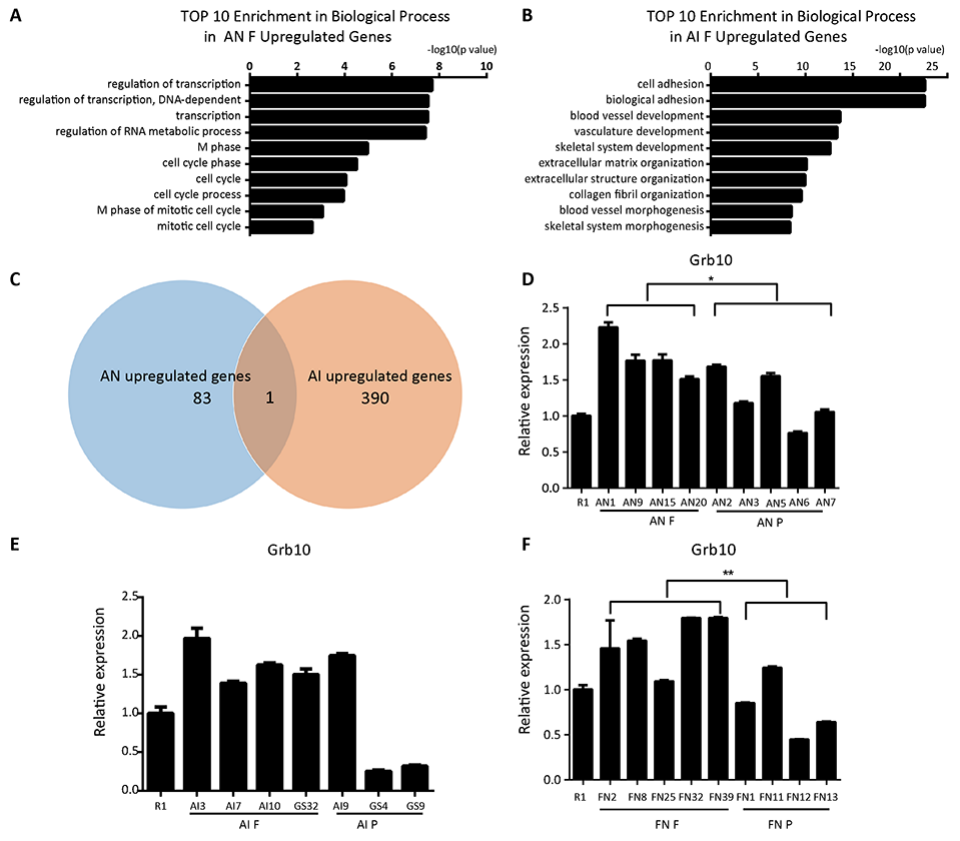
Grb10 is associated with the pluripotency state in ntESCs **(A)** GO analysis based on the upregulated genes from the comparison of fully and partially reprogrammed AN cells performed by David Bioinformatics Resources. **(B)** GO analysis based on the upregulated genes from the comparison of fully and partially reprogrammed AI cells performed by David Bioinformatics Resources. **(C)** Venn diagram representing the overlap between AI upregulated genes and AN upregulated genes. The sizes of the overlapping areas are not proportional to the actual number of genes. **(D, E and F)** Quantitative PCR analysis of Grb10 in AN, AI and FN cell lines. AN F: fully reprogrammed cells by tetraploid complementation assay in AN cell lines; AN P: partially reprogrammed cells by tetraploid complementation assay in AN cell lines; AI F: fully reprogrammed cells by tetraploid complementation assay in AI cell lines; AI P: partially reprogrammed cells by tetraploid complementation assay in AI cell lines; FN F: fully reprogrammed cells by tetraploid complementation assay in FN cell lines; FN P: partially reprogrammed cells by tetraploid complementation assay in FN cell lines. Relative mRNA expression is normalized to GAPDH and is represented relative to expression in R1 ESCs. The experiments were performed in triplicate (means±SD; n=3; Student's t test; *p<0.05; **p<0.01, and ***p<0.001). And there is no significant difference in the inside of the AIF, AIP, ANF and ANP groups (n=3, F>0.05, one-way ANOVA). The primers used are listed in Supplementary Table 2.

## DISCUSSION

In this study, we compared syngeneic ntESCs and iPSCs and showed that the expression of pluripotency associated genes in Dlk1-Dio3 region and 5mC/5hmC levels could not be used to evaluate fully and partial reprogrammed ntESCs, and demonstrated that Grb10 is associated with the pluripotency state in ntESCs.

Imprinted genes are expressed from a single parental allele and have parental-specific epigenetic modifications [34]. The imprinted genes Rian and Gtl2 are located in Dlk1-Dio3 region on distal mouse chromosome 12 [32, 33]. 

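The deposited table lists Gtl2 as Meg3. In the mm9 annotation, Dlk1 starts at 110691033 on chromosome 12 and Dio3 ends at 111519307, 828275 bases apart. Meg3 spans 110779211 to 110809936 and Rian spans 110842155 to 110899919, both as long noncoding RNAs on the forward strand. Rtl1, a protein-coding gene on the reverse strand, spans 110827404 to 110838540. Meg3 and Rian each contain genes for small RNAs, and Rtl1 overlaps 6 microRNA genes on the opposite strand, whose reads cannot be assigned to a strand from FPKM values. In the sequenced lines, the FPKM of Rian was 122.7 ± 10.4 (SD, n = 4) in AN F, 142.4 ± 37.4 (SD, n = 5) in AN P, 113.9 ± 9.99 (SD, n = 4) in AI F and 54.1 ± 29.1 (SD, n = 3) in AI P. For Meg3 it was 96.9 ± 20.4, 115.8 ± 27.9, 91.9 ± 20.6 and 41.0 ± 12.9 in the same order. Rtl1 was near the lower limit of the table, at 0.693 ± 0.233, 0.975 ± 0.296, 0.998 ± 0.258 and 0.290 ± 0.0447. Every AI F line was above every AI P line for these 3 genes (exact two-sided permutation test, p = 0.0571 for each, the smallest p that 4 lines against 3 allow). The log2 fold change between AI F and AI P was 1.19 for Rian (adjusted p = 0.0207 over the list alone, limma), 1.17 for Meg3 (0.00972) and 0.62 for Rtl1 (0.00637). Adjusted over the list alone, 3 of its genes passed the threshold in AI and 0 passed in AN. Over all genes, none of the 3 passed in AI. Between AN F and AN P, the log2 fold change was -0.17 for Rian, -0.24 for Meg3 and -0.22 for Rtl1. The AN F and AN P lines overlapped for each of these genes, and the differences did not pass 0.05 (exact two-sided permutation tests, p = 0.508, 0.333 and 0.159). The effect in AI exceeded the effect in AN by 1.36 for Rian, 1.41 for Meg3 and 0.84 for Rtl1 (adjusted p = 0.00644, 0.00443 and 0.00443 over the list alone, limma's interaction term, and 0.290 over all genes). When the group labels were exchanged within AN and within AI, the exact two-sided permutation test gave an adjusted p of 0.0531 for Rian, 0.0340 for Meg3 and 0.0265 for Rtl1 over the same list. Dio3, with FPKM values too low for the limma fit, was 0.386 ± 0.0252 (SD, n = 4) in AN F and 0.536 ± 0.124 (SD, n = 5) in AN P. This was the only Dlk1-Dio3 gene of the 5 examined with p under 0.05 in AN (exact two-sided permutation test, p = 0.0317, not adjusted), although the groups overlapped. Counted by absolute size, the exact p of Dio3 was 0.0556. In AI, Dio3 did not differ beyond the spread between lines (exact two-sided permutation test, p = 0.629). For Dlk1, the exact two-sided permutation p was 0.111 in AN and 0.0571 in AI.

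**Figure D3:**
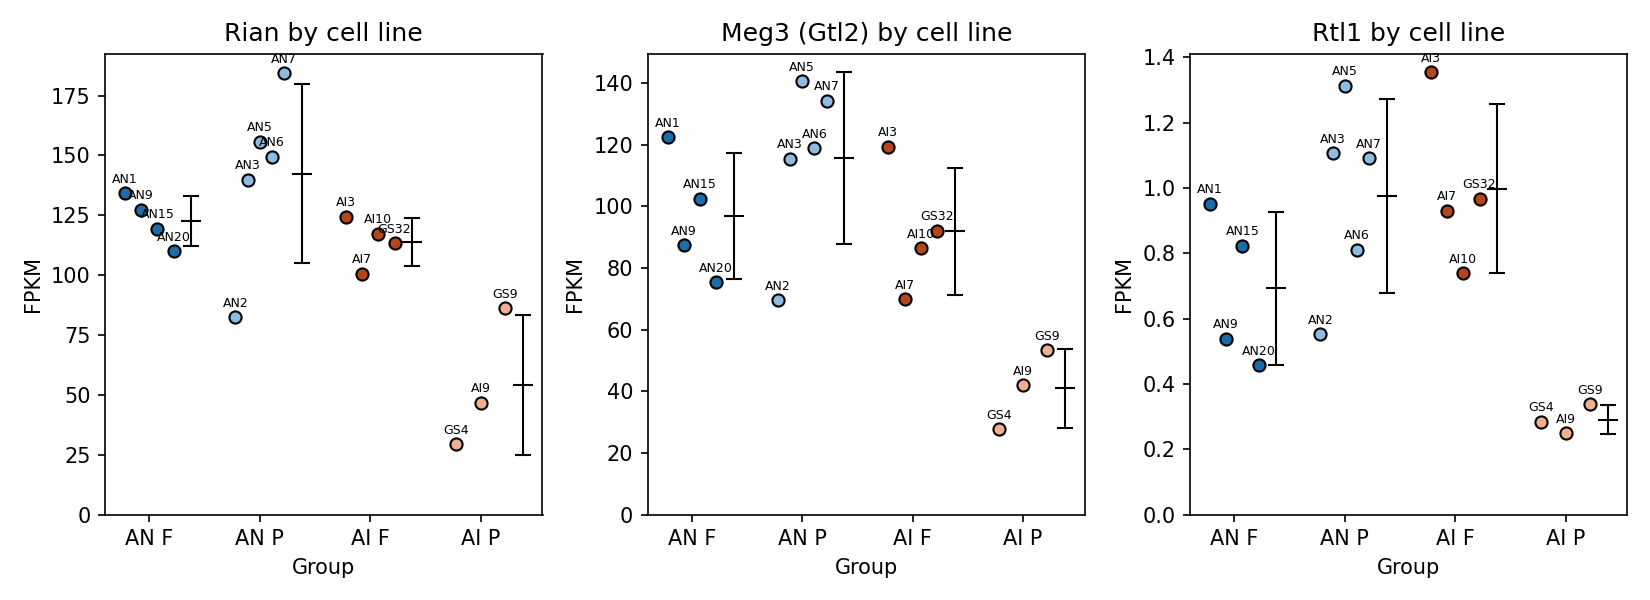
FPKM of Rian, Meg3 (Gtl2) and Rtl1 (vertical axes) in each cell line, by group (horizontal axes), with group means and SD as bars. The AI P lines lie below the AI F lines in each panel, and the AN F and AN P lines overlap.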

A previous study indicated that Rian and Gtl2 are significantly downregulated transcripts in iPSCs when comparing genome wide expression between genetically identical mouse ESCs and iPSCs [25]. In our study, the expression of Rian, Gtl2 and Rtl1 was higher in AI F than in AI P and was associated with iPSCs quality, which was consistent with the previous studies [25, 26]. It remains unclear that whether the expression of Rian, Gtl2 and Rtl1 are also associated with the pluripotency state in ntESCs. To evaluate the pluripotency state in ntESCs, we examined these associated genes in more AN cell lines in this study. There was little difference in the expression of Rian, Gtl2, and Rtl1 between AN F and AN P, which indicated that Rian, Gtl2 and Rtl1 expression from the Dlk1-Dio3 region is not useful to evaluate fully and partial reprogrammed ntESCs. A previous study indicated that TF stoichiometry influences the Dlk1-Dio3 locus and that some Gtl2-LOW (not OFF) iPSCs can support the iPSC full-term development [35]. Gtl2 might activate the Dlk1-Dio3 region and be used to assess the quality of reprogramming in iPSCs [36]. It showed that the expression of Gtl2 was associated to the quality of iPSCs. Our results showed that Gtl2 expression in AN cell lines was not associated with the pluripotency state in ntESCs and Gtl2 could not be used to assess the quality of reprogramming in ntESCs.

Epigenetic modifications include DNA methylation and histone modification, which play important roles in both SCNT reprogramming and TF induced pluripotent reprogramming. Cloning of mammals by SCNT results in gestational or neonatal failure with at most a few percent of manipulated embryos resulting in live births likely due to the inappropriate epigenetic reprogramming [35]. The identity of somatic cells is strictly protected by an epigenetic barrier, and these cells acquire pluripotency by breaking the epigenetic barrier by reprogramming factors such as Oct3/4, Sox2, Klf4, Myc and LIN28 [37, 38]. A previous report indicates that a major reprogramming event during early embryonic development is the erasure and subsequent re-establishment of methylation patterns at 5mC [39]. 5hmC is an epigenetic modification that has been suggested to be associated with the pluripotency state during reprogramming of mouse fibroblasts into iPSCs [40]. Our previous results suggested that 5mC-to-5hmC conversion represents a crucial step in the initiation of epigenetic remodeling and transcriptome resetting to achieve pluripotency [41]. A previous report found that the genomic 5mC levels in iPSCs were higher than the levels in ntESCs [27]. Therefore, we compared the levels of 5mC and 5hmC in both ntESCs and iPSCs. However, we found no difference in 5mC and 5hmC levels between the AN F and AN P cell lines, or the AI F and AI P cell lines. This result was not consistent with previous study that reported ntESCs and iPSCs have different 5mC levels. In this study, we used nine ntESC cell lines and seven iPSC cell lines, which were syngeneic with same genomic insertion, to examine 5mC and 5hmC levels. These stem cells were well defined as fully and partially reprogrammed ntESCs and iPSCs by tetraploid complementation assay. We used more cell lines than the previous study, which used only two ntESCs and two germ-line chimeric iPSCs without further performing tetraploid complementation assay. Our results suggest that genomic 5mC levels might not be used to evaluate pluripotency state in AN and AI cell lines and that the dynamic conversion of 5mC to 5hmC might become stable after reprogramming is complete.

To evaluate the pluripotency state of AN cell lines, a comparison of fully and partially reprogrammed cell lines was performed using high throughput sequencing. To avoid the difference caused by RNA library construction, quality control, quantification and other sequencing processes, we performed high throughput sequencing in all AN and AI cell lines together, including previous identified AI cell lines. 

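Of the 7 AI lines, AI3, AI7, AI10 and AI9 were newly derived and GS32, GS4 and GS9 were previously identified, so that AI P held 1 new line. The sample labels give passage 13 for GS32, 17 for GS4 and 6 for GS9, and passage 7 for the 4 new AI lines. Comparing the new with the previously identified AI lines gave 972 genes at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 (limma). For comparison, AI F against AI P gave 1025 at the unadjusted threshold. With the derivation as a term in the fit, the log2 fold change between AI F and AI P was 1.04 for Grb10, 1.21 for Rian, 1.15 for Meg3 and 0.63 for Rtl1. The adjusted p over all genes was 0.917 for each of them (limma). In the sample records of GS9 and GS32, the source entry names GS4, while the titles name GS9 and GS32. The lines were assigned by title, which is also the name of their values in the table, and whether the source entries reflect an exchange of these lines was not tested. A date or batch of sequencing was not analysed here.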

Interestingly, our result showed a significant difference between AN F and AN P in the expression levels of Grb10 (Figure 4D), which suggested that Grb10 might be a marker for the pluripotency state in ntESCs. Grb10, which is also called Meg1, is an imprinted gene on mouse proximal chromosome 11 and a candidate gene causing Silver-Russell syndrome [42]. 

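In the mm9 annotation, Grb10 is a protein-coding gene on the reverse strand of chromosome 11, from 11830511 to 11938686. It covers 108176 bases and overlaps no other annotated gene. The annotation holds 12 transcripts of Grb10, with 2 to 18 exons. FPKM values were summed by gene, so the expression of single transcripts and of the parental alleles was not analysed here. Across the 16 AN and AI lines, the median FPKM of Grb10 was 36.9.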

Previous reports suggested that aberrant function of Grb10 may contribute to disorders of proliferation, apoptosis, and metabolism, with specific emphasis on growth and neuronal development [43–46]. Recent study has indicated that Grb10 plays an inhibitory role for hematopoietic stem cell self-renewal and regeneration [47]. We examined Grb10 expression in another series of fully and partially reprogrammed ntESCs derived from fibroblasts and verified that Grb10 is associated with the pluripotency state in ntESCs in our study, although the mechanism for this association remains unclear.

In summary, our study performed an invaluable comparison of syngeneic ntESCs and iPSCs and identified for the first time that an imprinted gene, Grb10, is associated with the pluripotency state in ntESCs.

## MATERIALS AND METHODS

### Mice and cell culture

All of the animal protocols and experiments were approved by the Animal Research Committee of the Institute of Zoology, Chinese Academy of Sciences, and are consistent with the National Institute of Biological Sciences guide for the care and use of laboratory animals.

Female B6D2F1 (C57BL/6XDBA/2) mice (8-10 weeks old) were superovulated by sequential injection with 7 IU of pregnant mare serum gonadotropin (PMSG) and human chorionic gonadotropin (hCG) (San-Sheng Pharmaceutical Co. Ltd, Ningbo, China). Metaphase II (MII) oocytes were collected for SCNT experiments as previously described [48].

MEFs were derived from 13.5 dpc embryos collected from ICR mice and were cultured in Fundamental Culture medium (FM) containing Dulbecco's modified Eagle's medium (DMEM) (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% (v/v) fetal bovine serum (FBS) (Invitrogen, Thermo Fisher Scientific) and 1 mM L-glutamine (Merck, Millipore, Billerica, MA, USA). ESCs culture medium contains DMEM (Merck, Millipore) supplemented with 15% (v/v) FBS (Hyclone, Logan, Utah), 1 mM L-glutamine (Merck, Millipore), 0.1 mM mercaptoethanol (Merck, Millipore), 1% non-essential amino acid stock (Merck, Millipore), penicillin/streptomycin (Merck, Millipore), nucleosides (Merck, Millipore), and 1,000 U/ml Leukemia Inhibitory Factor (LIF) (Merck, Millipore).

Adipocyte progenitor cells (1^0^-APCs), 37 tail-tip fibroblasts (1^0^-TTFs) and 37 MEFs (1^0^-MEFs) were isolated from 1^0^-all-iPSC mice produced by 1^0^-MEF-iPSC-37 cells, which were shown to be fully pluripotent by their capacity to generate all-iPSC mice [15].

AN cell lines were derived from SCNT blastocysts using 1^0^-APCs as donor cells. AI cell lines were generated from 1^0^-APCs by adding doxycycline to the induction medium. Previously well-defined 2^0^-APC-iPSC-4, 2^0^-APC-iPSC-9, and 2^0^-APC-iPSC-32 cell lines were named GS4, GS9, and GS32, respectively, for these experiments [28–31].

FN cell lines were derived from SCNT blastocysts using 1^0^-TTFs as the donor cells.

A schematic of the cell lines derivation is shown in Supplementary Figure 1.

### Alkaline phosphatase (AP) staining

AP staining was performed with a Leukocyte Alkaline Phosphatase Kit (Sigma, St Louis, MO, USA) according to the manufacturer's instructions.

### Karyotype analysis

The cells were incubated in ESCs medium with 0.25 μg/ml colcemid (Invitrogen, Thermo Fisher Scientific) for 2-3 h and harvested with 0.05% Trypsin-EDTA (Invitrogen, Thermo Fisher Scientific). After incubation in hypotonic solution containing 0.4% sodium citrate and 0.4% potassium chloride (1:1, v/v) at 37°C for 5 min, the cells were fixed with a methanol/acetic acid mixture (3:1, v/v). The fixed cells were mounted on glass slides and stained with Giemsa at 37°C for 10-15 min after drying. At least 20 metaphase chromosome karyoschisis were examined for each cell line.

### Immunofluorescence staining

For immunofluorescence staining, AN and AI cells were seeded on gelatin-coated cover slips and fixed with 4% paraformaldehyde. After permeabilization with 0.5% Triton-X and blocking with 0.5% bovine serum albumin (BSA), the cells were incubated with primary antibodies against Oct4 (1:500, Santa Cruz, Dallas, TX, USA), Sox2 (1:500, Santa Cruz), Nanog (1:500, COSMO BioCo, Tokyo, Japan) and SSEA-1 (1:50, Merck, Millipore). Then, the cells were incubated with the appropriate secondary antibodies after washing three times. DNA was labeled with DAPI (Merck, Millipore). Stained cells were mounted on cover slips and observed using a LSM 510 META microscope (Zeiss, North York, ON, Canada).

### Teratoma formation

AN and AI cells (2-5×10^6^) were subcutaneously injected into the groin of severe combined immune deficiency (SCID) mice. Tumors were dissected and processed for hematoxylin-eosin staining 6-8 weeks after injection.

### Embryoid body formation

AN and AI cells were trypsinized into a single cell suspension and transferred to Petri dishes in DMEM supplemented with 15% FBS without LIF. Three to seven days later, the embryoid bodies (EBs) were harvested and plated onto gelatin-coated tissue culture dishes for another 3-7 days. Total RNA from plated EBs was extracted and used for quantitative PCR. GAPDH was used as an endogenous control.

### Quantitative reverse-transcription PCR

Total RNA was purified using TRIzol (Invitrogen, Thermo Fisher Scientific). RNA (2 μg) was reverse-transcribed using M-MLV Reverse Transcriptase and RNasin RNase Inhibitor (Promega, Madison, WI, USA). Quantitative reverse-transcription PCR was performed using SYBR Premix Ex Taq (Takara, Kusatsu, Japan). The reactions were performed in triplicate on a 1/10 dilution of the cDNA obtained from above. Gene expression in each sample was normalized to GAPDH, and the relative quantification of expression was estimated using the comparative CT method. All of the primers used are listed in Supplementary Table 2.

### Tetraploid complementation

To perform tetraploid complementation, B6D2F1 embryos at the 2-cell stage were electrofused to tetraploid embryos, 10-15 cells were injected into the reconstructed tetraploid blastocysts, and these were transplanted into the uteri of pseudo-pregnant mice. Caesarean sections were performed on day 19.5, and pups were fostered by lactating ICR mothers.

### RNA-seq data analysis

Total RNA was extracted from the different cell lines using TRIzol (Invitrogen, Thermo Fisher Scientific). Libraries were constructed with the NEBNext DNA Library Prep Master Mix Set for Illumina (New England Biolabs, MA, USA), and PCR products were purified using AMPure XP beads (Beckman, Brea, CA, USA). The RNA library was quantified using Qubit 1.0 (Invitrogen, Thermo Fisher Scientific), analyzed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) for size distribution, and then sequenced with an Illumina Hiseq-2500 in single mode (1×50nt) by the Bioinformatics core facility at National institute of Biological Sciences, Beijing.

The 51 bp sequences called by the Illumina pipeline were mapped to the mouse genome (mm9) using Tophat (v2.1.0) for data analysis. Gene annotation and calculation of FPKM values was performed using Cufflinks (v2.2.1) with the GTF annotation file (mm9).

Gene expression differences were assessed by Cuffdiff with a false discovery rate correction for multiple testing. Genes with a p-value < 0.05 and q-value < 0.05 were considered differentially expressed.

To identify overrepresented biological categories within each cluster, GO analysis was applied (DAVID, https://david.ncifcrf.gov/).

### Liquid chromatography-mass spectrometry (LC-MS/MS) Analysis of 5mC and 5hmC

The genomic DNA (5 μg) from different cell lines was analyzed by liquid chromatography-tandem mass spectrometry to assess the quantity of 5mC and 5hmC, as described in our previous study [41, 49, 50].

### Accession numbers

All the high-throughput sequencing data sets can be accessed as the GEO reference GSE92308 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ezmjmmkmpfcxngv&acc=GSE92308).

### Statistics

Student's t tests were performed using SigmaStat 3.5 software for statistical comparisons. And one-way ANOVA were performed using SPSS Statistics 19 software.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

5hmC: 5-hydroxymethylcytosine
5mC: 5-methylcytosine
AI F: fully reprogrammed cells by tetraploid complementation assay in AI cell lines
AI P: partially reprogrammed cells by tetraploid complementation assay in AI cell lines
AI: induced pluripotent stem cells and adipocyte progenitor cells as primary cells
AN F: fully reprogrammed cells by tetraploid complementation assay in AN cell lines
AN P: partially reprogrammed cells by tetraploid complementation assay in AN cell lines
AN: nuclear transfer embryonic stem cells and adipocyte progenitor cells as donor cells
AP Staining: Alkaline Phosphatase staining
APCs/1^0^-APCs: adipocyte progenitor cells
B6D2F1 mice: C57BL/6XDBA/2 mice
BSA: bovine serum albumin
DMEM: Dulbecco's modified Eagle's medium
dpc: days postcoitum
EBs: Embryoid bodies
ESC: embryonic stem cell
FBS: fetal bovine serum
FM: Fundamental Culture medium
FN F: fully reprogrammed cells by tetraploid complementation assay in FN cell lines
FN P: partially reprogrammed cells by tetraploid complementation assay in FN cell lines
FN: nuclear transfer embryonic stem cells and tail-tip fibroblasts as donor cells
GO analysis: Gene Ontology analysis
GS32: 2^0^-APC-iPSC-32 cell line
GS4: 2^0^-APC-iPSC-4 cell line
GS9: 2^0^-APC-iPSC-9 cell line
H&E: Histological examination
hCG: human chorionic gonadotropin
iPSCs: induced pluripotent stem cells
IVF-ESCs: *in vitro* fertilized embryonic stem cells
LC-MS/MS: Liquid Chromatography-Mass Spectro-metry.
LIF: Leukemia Inhibitory Factor
MEFs: mouse embryonic fibroblasts
MII: Metaphase II
ntESCs: nuclear transfer embryonic stem cells
PMSG: pregnant mare serum gonadotropin
SCID mice: severe combined immune deficiency mice
SCNT: somatic cell nuclear transfer
SCR: scriptaid
TF: transcription factor
TSA: trichostatin A
TTFs /1^0^-TTFs: tail-tip fibroblasts;

# Supplementary material for: High throughput sequencing identifies an imprinted gene, Grb10, associated with the pluripotency state in nuclear transfer embryonic stem cells
**Source:** Oncotarget. 2017 Apr 18;8(29):47344–55. doi: 10.18632/oncotarget.17185
**Supplement:** Supplementary file 1

# High throughput sequencing identifies an imprinted gene, Grb10, associated with the pluripotency state in nuclear transfer embryonic stem cells

## SUPPLEMENTARY MATERIALS

## SUPPLEMENTARY FIGURE AND TABLES

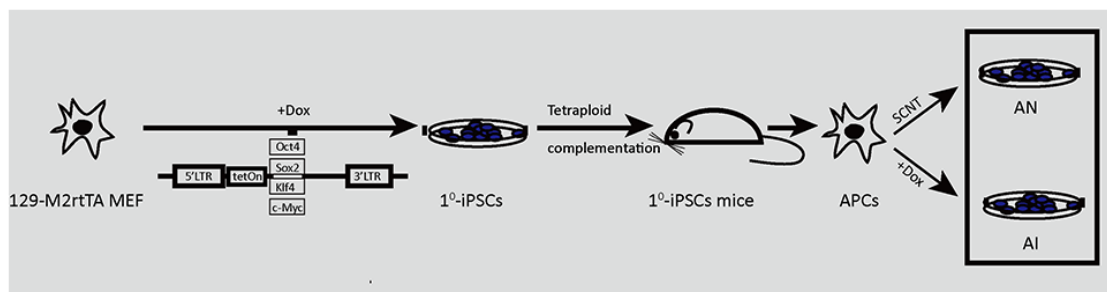

**Supplementary Figure 1: A schematic diagram for establishment of ntESCs and iPSCs from APCs.** A schematic diagram for the production of ntESCs and iPSCs using APCs from tetraploid mice by primary TF mediated induced pluripotent reprogramming.

**Supplementary Table 1: Summary of generation of teratomas and tetraploid complementation assay**

| Cell lines | Teratomas | <i>In vivo</i> differentiation | Blastocysts injected | No. cells injected | Pups born(adult) | Germline transmission |
|------------|-----------|--------------------------------|----------------------|--------------------|------------------|-----------------------|
| AN1        | Yes       | Yes                            | 710                  | 12-15              | 23(5)            | Yes                   |
| AN9        | Yes       | Yes                            | 270                  | 12-15              | 17(0)            | No data               |
| AN15       | Yes       | Yes                            | 70                   | 12-15              | 3(0)             | No data               |
| AN20       | Yes       | Yes                            | 70                   | 12-15              | 3(0)             | No data               |
| AN2        | Yes       | Yes                            | 300                  | 12-15              | 0(0)             | --                    |
| AN3        | Yes       | Yes                            | 330                  | 12-15              | 0(0)             | --                    |
| AN5        | Yes       | Yes                            | 320                  | 12-15              | 0(0)             | --                    |
| AN6        | Yes       | Yes                            | 370                  | 12-15              | 0(0)             | --                    |
| AN7        | Yes       | Yes                            | 420                  | 12-15              | 0(0)             | --                    |
| AI3        | Yes       | Yes                            | 40                   | 12-15              | 5(1)             | Yes                   |
| AI7        | Yes       | Yes                            | 160                  | 12-15              | 5(5)             | Yes                   |
| AI10       | Yes       | Yes                            | 220                  | 12-15              | 6(0)             | No data               |
| AI9        | Yes       | Yes                            | 160                  | 12-15              | 0(0)             | --                    |

Abbreviation: AN, nuclear transfer embryonic stem cells and adipocyte progenitor cells as donor cells; AI, induced pluripotent stem cells and adipocyte progenitor cells as primary cells.

Note: No data indicates there are no adult tetraploid mice for germline transmission; "--" indicates there are no tetraploid mice.

## Supplementary Table 2: Primer sequences.

See Supplementary File 1

# Supplementary material for: High throughput sequencing identifies an imprinted gene, Grb10, associated with the pluripotency state in nuclear transfer embryonic stem cells
**Source:** Oncotarget. 2017 Apr 18;8(29):47344–55. doi: 10.18632/oncotarget.17185
**Supplement:** Supplementary file 2

Table S2 Primer sequences

| Locus Name | Primer sequences |
| --- | --- |
| Markers for three germ layers |  |
| Otx2 | Forward- TATCTAAAGCAACCGCCTTACG |
|  | Reverse- AAGTCCATACCCGAAGTGGTC |
| Nkx6.1 | Forward-CAGACCCACGTTCTCTGGAC |
|  | Reverse-TGCGTGCTTCTTTCTCCACT |
| MyoD | Forward-CCACTCCGGGACATAGACTTG |
|  | Reverse-AAAAGCGCAGGTCTGGTGAG |
| Kdr | Forward-TTTGGCAAATACAACCCTTCAGA |
|  | Reverse-GCAGAAGATACTGTCACCACC |
| GATA3 | Forward- CATTACCACCTATCCGCCCTATG |
|  | Reverse- CACACACTCCCTGCCTTCTGT |
| GATA4 | Forward-CCCTACCCAGCCTACATGG |
|  | Reverse-ACATATCGAGATTGGGGTGTCT |
| GATA6 | Forward-TTGCTCCGGTAACAGCAGTG |
|  | Reverse-GTGGTCGCTTGTGTAGAAGGA |
| Sox17 | Forward-GATGCGGGATACGCCAGTG |
|  | Reverse-CCACCTCGCCTTTCACCTTTA |
| Markers for pluripotency |  |
| Sall4 | Forward-GTTAGATGTCAAGGCCAAGGAC |
|  | Reverse-GGCGTCTACAGAGAGACTCGAT |
| Oct4 | Forward-ACCTGGCTTCAGACTTCGC |
|  | Reverse-TGAGCCTGGTCCGATTCCA |
| Nanog | Forward-TCTTCCTGGTCCCCACAGTTT |
|  | Reverse-GCAAGAATAGTTCTCGGGATGAA |
| RNA-seq analysis |  |
| Rian | Forward-ATGCGATCTGAGTACTGAGAGG |
|  | Reverse-AAGGCTGAAGGAGCTGAAGG |
| Rtl1 | Forward-CCTGTGCCAGGGGCTCAACG |
|  | Reverse-CTTGGGCGCGACTCAGGTGG |
| Gtl2 | Forward-TTGCACATTTCCTGTGGGAC |
|  | Reverse-AAGCACCATGAGCCACTAGG |
| Grb10 | Forward- TGCACCACTTCTTGAGGATG |
|  | Reverse- ACCAGTGAGCTCCGGAAATG |

How the deposited data were processed for this re-analysis (not part of the article)

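RNA-seq was analysed for 16 cell lines, 4 AN F, 5 AN P, 4 AI F and 3 AI P, with 1 library per line. The groups are those that the paper assigned by tetraploid complementation. Lines were matched to groups by sample title. For GS9 and GS32 the source entry of the sample record names GS4, which conflicts with the title, so the AI results depend on the titles being right. The authors mapped single-end reads to mm9 with TopHat and calculated FPKM values with Cufflinks, using an mm9 annotation whose source the paper's text does not name. The deposited table holds 1 FPKM value per gene name and line. The values are used as deposited, and the paper's text does not name the library normalization.

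The FPKM values were transformed to log2(FPKM + 1). Of 22552 genes in the table, the 13185 with a mean FPKM of at least 0.5 over the 16 lines were tested. AN F was compared with AN P in a fit of the 9 AN lines, and AI F with AI P in a fit of the 7 AI lines. Each fit used limma 3.58.1 in R 4.3.3 with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Cuffdiff, which the authors used, needs the reads and was not run, and neither was the GO analysis. The difference between the effects in AI and AN was tested as an interaction term in a fit of all 16 lines.

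Single genes and the mean of each gene list were also compared by exact permutation tests over all 126 splits of the AN lines and all 35 splits of the AI lines. They were run in Python 3.11.15 and checked against scipy 1.17.1. All are two-sided, with p as 2 times the smaller tail, which is scipy's definition. The smallest p is 0.0159 for AN and 0.0571 for AI. The p-values were first counted as the share of splits with a difference at least as large in absolute size, and the definition was changed to that of scipy only after those results had been seen. Of 121 exact tests, 21 had a p under 0.05 by scipy's definition and 35 by the first one, and 16 were under 0.05 by only 1 of the definitions. By the first definition, the exact p of Grb10 was 0.0317 in AN and 0.114 in AI. For Rian, Meg3 and Rtl1 in AI it was 0.0286 each. For the zinc finger genes in AN it was 0.0397. Correlations across lines were tested by exact permutation of the pairs.

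Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, and with fry and an estimated correlation as alternatives. The 12 lists were written by hand or set by name pattern. They cover zinc finger protein genes, M phase genes, collagen chain genes, cell adhesion genes, blood vessel development genes, skeletal system development genes, fibroblast marker genes, extraembryonic endoderm marker genes, imprinted genes, naive pluripotency genes, 2-cell-like genes and Y chromosome genes. The lists, the tests, the filter and most alternatives were chosen before the data were examined. Named genes are those for which the paper gives an expression result, Dlk1 and Dio3, the genes with the smallest p in each comparison, and genes higher in both comparisons. Dio3 had a mean FPKM of 0.466, under the filter, and was left out of the limma fits but not of the exact permutation tests.

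The alternatives were a pseudocount of 0.1, a minimum mean FPKM of 5, no filter, quantile normalization, median-ratio scaling, a fit of all lines, no trend, a robust prior, passage number or derivation as a term, an adjusted p under 0.1, an unadjusted p under 0.05, and leaving out each line in turn. Leaving out small RNA genes, the mean of the fibroblast markers as a covariate, and leaving out lines in the tests of lists were added after the data had been seen.

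The test was tried on simulated data for 13185 genes, 200 of them changed. With a log2 change of 1, 173 of the 200 were recovered in a design like AN, with 6 false calls, and 113 in a design like AI, with 5 false calls. With a log2 change of 2, 191 and 181 were recovered, with 15 and 3 false calls. With no change, 0 genes were called in either design. The noise of each gene was drawn independently, so differences that many genes of a line share were not simulated. In the real lines, 26 of 100 AN splits and 21 of 35 AI splits gave at least 1 gene at an adjusted p under 0.05. The simulation therefore does not show how many changes would be missed or falsely called in the real lines.

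The depth of each line relative to AN1 was estimated from the most frequent ratio of values over genes with an FPKM above 0 and under 0.5 in both lines. Read counts were not analysed here, and the estimate is read depth only if FPKM was scaled by library totals. Correlations of log2(FPKM + 1) between lines ranged from 0.929 to 0.978, and the median ratio of a line to the mean of all lines ranged from 0.956 to 1.04. Of the gene names in the table, 21575 (95.7%) were found in the mm9 annotation. Quantitative PCR, methylation and tetraploid complementation data were not analysed here.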

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

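The test of the Dlk1-Dio3 RNAs with the derivation as a term was chosen only after the result was seen. A line was looked at closer when it lay far from the others of its group, which was tested in 127 groups. This gave 9 such cases, some of them in the same line, and chance gives about 6.35, so the number of cases is close to chance.

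Of these, Pou5f1 was 712.1 in the AN F line AN20, and the other AN F lines lay between 812.8 and 818.0. Gm11837 was 1.19 in AN20, against 0.772 to 0.828 in the other AN F lines. Snord88a was 126.8 in AN20 and listed at 0 in the other AN F lines, and it was 289.3 in the AN P line AN6, against 132.5 to 155.5. Ucn2 was 1.08 in AN1, against 0.382 to 0.403. Gm4013 was 1.52 in the AN P line AN5, against 0.849 to 0.996. These values are FPKM, and several are near the lower limit of the table. Snord88a is a small RNA gene. No technical or biological explanation was tested for these lines.

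Among the list means, given as log2(FPKM + 1), the Y chromosome genes were at 2.80 in the AI F line GS32, and 3.27 to 3.34 in the other AI F lines. The collagen chain genes were at 3.37 in the AI F line AI7, against 3.99 to 4.10. The naive pluripotency genes were at 5.28 in the AN P line AN6, against 5.97 to 6.15. A different share of other cells in these lines was not tested line by line, and no biological explanation was tested.

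The log2 fold change of the Dlk1-Dio3 RNAs differed between AI and AN. In AI it exceeded that in AN by 1.36 for Rian, 1.41 for Meg3, 0.84 for Rtl1 and 0.89 for Dlk1 (adjusted p = 0.00644, 0.00443, 0.00443 and 0.00644 over the list alone, limma). Over all genes the adjusted p was 0.290 for each. In the exact two-sided permutation test, the adjusted p over the list was 0.0531 for Rian, 0.0340 for Meg3 and 0.0265 for Rtl1 and for Dlk1, so Rian did not pass this test. By the absolute size of the difference, which was the definition used first, the adjusted p was 0.0296 for Rian and 0.0286 for the others. Across all genes, 0 passed for the difference at an adjusted p under 0.05 and 2194 had an unadjusted p under 0.05. Of 100 regroupings of the lines within AN and within AI, 5 gave as many. The derivation of the AI lines as the whole explanation is argued against by the log2 fold change of Meg3, which was 1.15 with the derivation as a term, and by all 4 RNAs being lower in AI P within the new and within the previously identified lines. The new AI P lines hold AI9 alone. A difference between iPSCs and ntESCs stays open as a biological explanation, as do other differences between the lines.

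The mean of the imprinted genes also differed, by 0.26 between the effect in AI and in AN (exact two-sided permutation test, adjusted p = 0.0435 over 12 lists). This list contains the Dlk1-Dio3 RNAs. The mean of the zinc finger protein genes differed by -0.25. Its adjusted p was 0.0571 in the exact test with scipy's definition and 0.0313 by absolute size, so that it passed only by the definition used first. The zinc finger genes have a lower GC content than other genes, and 67.1% of their log2 fold change in AN was left after each line's trend over GC content and transcript length had been removed. The difference was within the spread between lines both before and after this step (exact two-sided permutation tests, p = 0.0794 and 0.0635), so these tests decide nothing about such a bias, which stays open. Other splits of the AN lines gave as many lists past the threshold in 41 of 100 cases, and reads shared between paralogs were not tested.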

How the results depend on the processing

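At an adjusted p under 0.05, 0 genes were higher or lower in AN F or AI F, and 0 were higher in both, under each alternative in scaling, filter, pseudocount, model and covariate, and at an adjusted p under 0.1. With an unadjusted p under 0.05, 398 genes were higher and 394 lower in AN F, 458 were higher and 567 lower in AI F, and 4 were higher in both, which follows from leaving out the adjustment. Leaving out each line in turn gave from 0 to 1 genes higher and from 0 to 1 lower in AN F, and from 0 to 2 higher and from 0 to 5 lower in AI F, the 5 without GS9. These calls were small RNA genes and Rangrf. For the difference between AI and AN, the number of genes ranged from 0 to 651 across such fits, with 651 without AI9 and 1 without AN1. The cause was not tested.

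The number of lists past the threshold fell from 7 to 0 in AN and from 11 to 0 in AI with fry, and likewise with an estimated correlation. Both take the correlation between genes from the data in place of the preset value. Across the fits that each left out 1 line, added after the data had been seen, it ranged from 2 to 9 in AN and from 10 to 11 in AI. It was 2 without AN9 and 3 without AN3, and the cause was not tested.

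The log2 fold change of Grb10 kept its direction under each alternative. Its adjusted p over all genes stayed above 0.05 in each fit, while with an unadjusted p under 0.05 in place of the adjusted one Grb10 passed in both comparisons. In AN it ranged from 0.95 to 0.99 across the alternatives and from 0.66 to 1.11 across the fits that each left out 1 line. In AI these ranges were 0.42 to 1.65 and 1.04 to 2.46. The 0.42 came with the fibroblast score as a covariate, which was chosen after seeing the data. Without AI9, the adjusted p was 0.0532, the lowest over its alternatives, which ranged up to 1.00 (limma). The difference between the effects of Grb10 in AI and AN was 1.504 without AI9 and passed the threshold over the list alone (adjusted p = 0.0109, limma, with a range up to 0.9002). This follows from leaving out the only AI P line with high Grb10, at an FPKM of 53.0 against 8.28 in GS4 and 6.60 in GS9. Why AI9 differs from them was not tested.

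Several log2 fold changes close to 0 changed sign, and the cause was not tested. In AN, that of Pou5f1 was 0.010 without AN20 and 0.0010 without AN7, and its fits without 1 line ranged from -0.11 to 0.010. That of Sall4 in AI was -0.052 with the fibroblast score as a covariate and -0.039 without GS9, where the fits without 1 line ranged up to 0.33. That of Sox2 in AN was -0.00253 without AN1 and -0.064 without AN6, with a range up to 0.10. The naive pluripotency genes changed direction in AN without AN6 (adjusted p = 0.660, camera, with a range from 0.00323 to 0.660). The Y chromosome genes did so in AI without GS4 (0.583) and in AN without AN1 (0.993), AN15 (0.787), AN9 (0.866), AN6 (0.654) or AN7 (0.986). Their adjusted p ranged from 0.0658 to 0.649 in AI and from 0.0372 to 0.993 in AN across these fits. Apart from the results above, 18 results for gene lists became weaker under at least 1 setting, in 49 combinations of a result and a setting, and all 18 did so with fry and with an estimated correlation. In 10 such combinations, from 8 results, a result became stronger, the difference of Grb10 without AI9 included. Rtl1 and Dlk1 are near the lower limit of the table, where the pseudocount sets the size of the fold change. With a pseudocount of 0.1, that of Rtl1 in AI was 1.47 in place of 0.62.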

Differences from the paper's values

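The paper's number of genes higher in AN F is 84, and 0 were found here at an adjusted p under 0.05. None of the alternatives set before the data were examined closed this gap. They gave 0 or 1, except for an unadjusted p under 0.05, which gave 398. The paper's number of genes higher in AI F is 391, and 0 were found here. An unadjusted p under 0.05 gave 458, which is the only setting within 1.5 times the paper's number, and the other alternatives set before the data were examined gave 0 to 2. The paper's counts are from Cuffdiff with both p and q under 0.05, which is another test and another threshold. Chance alone gives 329.6 genes per direction at the unadjusted threshold, so a number close to 391 is no agreement. The paper's overlap is about 1 gene in Fig. 4C, read by eye, and 0 genes were found here, or 4 with an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap.

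The paper states that Grb10 was higher in both AI F and AN F. Its log2 fold change was positive in both, at 0.95 in AN and 1.56 in AI, but its adjusted p was 0.636 and 0.521 (limma). Grb10 was called in both only with an unadjusted p under 0.05, as 1 of 4 genes. The paper relates most genes higher in AN F to transcription, and it reports enrichment for processes of mesodermal development among those higher in AI F. The zinc finger genes and the lists nearest to mesodermal development were higher as lists with camera's preset correlation, and 0 lists passed with fry or an estimated correlation.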

Other observations

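The following tests were chosen only after the result was seen. They are the size of the change of Grb10 against the fibroblast markers, the division of the endoderm markers by expression in fibroblasts, the comparison with the AN slope, the use of unadjusted p in the splits, the comparison of AI lines of similar depth, and the Dlk1-Dio3 test above.

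For the number of genes at an unadjusted p under 0.05, 29 of 100 splits of the AN lines and 5 of the 35 splits of the AI lines gave as many as the real split. For the number of gene lists past the threshold with camera, 41 of 100 splits of the AN lines and 5 of the 35 splits of the AI lines gave as many. These shares are all above 0.05, so the counts are not beyond what other groupings of the lines give. The split of the AI lines with most genes put AI3, AI10, GS32 and AI9 against AI7, GS4 and GS9, with 3813 genes at an unadjusted p under 0.05 and 461 at an adjusted p under 0.05 (limma). The mean of the fibroblast markers was 5.22 to 5.65 in the first lines and 3.72 to 4.53 in the others. This split is 1 of those enumerated and not a condition.

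The fibroblast marker list had a mean log2 fold change of 0.85 in AI, with 29 of 30 genes higher in AI F (adjusted p = 2.2e-11, camera), and of -0.22 in AN, with 3 of 30 higher in AN F (adjusted p = 0.00273, camera). Its most abundant gene was Tagln, with a mean FPKM of 482.8. An FPKM above 1 was found in every line for 27 of the 30 markers. RNA from feeder fibroblasts may account for part of the genes higher in AI F. Endoderm markers that fibroblasts do not make rose less, with a median log2 fold change of 0.22 over 7 genes, 5 of them higher, against 0.91 for the fibroblast markers. Across 12878 genes, which are not independent replicates, the slope of each gene on the fibroblast score in AN had a correlation of 0.55 with its log2 fold change in AI, and 4 of the 35 splits gave a correlation as large. Partial differentiation of the lines was not tested apart from this. The exact two-sided permutation test of the list mean gave p = 0.114 in AI and 0.333 in AN.

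Such RNA is argued against for Grb10 in AN, since 3 of the 30 fibroblast markers were higher in AN F, where every line had more Grb10 than every AN P line. In AI, 0 of the 30 markers had a larger log2 fold change than Grb10, but Grb10 and the fibroblast score fell in the same lines. There, feeder RNA and a difference in Grb10 itself cannot be told apart, since GS4 and GS9 are lowest in both. Pearson's r between Grb10 and the fibroblast score was 0.90 over the 7 AI lines (exact two-sided permutation test, p = 0.00992, adjusted p = 0.0595 over 6 relations) and Spearman's rho was 0.71 (p = 0.0881, adjusted p = 0.219). By absolute size, the definition used first, the p of r was 0.00496 and its adjusted p 0.0298. Without GS4 and GS9, r was 0.55, so the relation rests on those lines. Over the 9 AN lines, r was -0.22 (exact two-sided permutation test, p = 0.571, adjusted p = 0.574), rho was -0.35 (p = 0.359, adjusted p = 0.463), and r was -0.54 without AN1 and AN3. The remaining 4 relations, of Rian and Meg3, had an adjusted p of at least 0.219.

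For the collagen chain, cell adhesion, blood vessel and skeletal system lists, AI9 lay inside the AI F range in 4 of 4 lists. Of the previously identified lines, GS4 and GS9 lay lower, but GS32, an AI F line, did not. Its list mean was 4.10 for collagen chain and 4.23 for cell adhesion genes, the highest of the AI lines, and 2.88 for blood vessel and 2.36 for skeletal system development genes. GS32 therefore goes against the derivation alone as the explanation, and AI9 goes against the group alone. Each is a single line, so the derivation stays open for these lists. The relative depth of AI F and AI P lines had p = 0.343 in the exact two-sided permutation test, in which 4 lines against 3 cannot reach 0.05, so this test decides nothing for AI. For the gene lists, the values by line argue against depth as estimated here. GS4 had the highest relative depth of the AI lines, at 1.26, and GS9 was near the lowest, at 0.962, and both lay below all AI F lines. AI9, nearest to GS4 in depth at 1.24, and AI7, nearest to GS9 at 0.961, lay higher by 0.41 to 1.07. This gap was larger than the SD of AI F for both lines in all 5 lists, the fibroblast markers included, and the lists share genes. For the number of single genes, depth stays open. For AN the exact two-sided permutation test gave p = 0.603, with overlapping ranges, so no difference in depth between AN F and AN P was found. Depth was not compared with the genes of the AN lines, so it stays open for the AN counts.

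With camera in AN, the collagen chain genes (-0.19, adjusted p = 0.0119), the cell adhesion genes (-0.13, 0.00969), the skeletal system development genes (-0.18, 0.00615) and the blood vessel development genes (-0.09, 0.128) had negative mean log2 fold changes. In AI, the zinc finger protein genes averaged -0.11 (adjusted p = 0.000397) and the M phase genes -0.17 (0.000673). The naive pluripotency genes averaged 0.14 in AN (0.0278) and -0.34 in AI (0.00347). Across the 7 fits that each left out 1 AI line, their adjusted p in AI ranged up to 0.583 and passed the threshold in 6. The imprinted genes averaged -0.06 in AN (0.206) and 0.20 in AI (0.00366). The 12 extraembryonic endoderm marker genes averaged -0.15 in AN (0.134) and 0.46 in AI (0.000351). The 6 2-cell-like genes averaged 0.33 in AN (0.115) and -0.97 in AI (0.00215), and the 3 Y chromosome genes -0.08 in AN (0.788) and 0.15 in AI (0.440). For the 2-cell-like genes, the list mean was 2.87 in GS4. AI9, at 1.04, and GS9, at 1.02, lay inside the AI F range of 0.269 to 1.24. The exact two-sided permutation test gave p = 0.171 in AI, and the adjusted p without GS4 was 0.0300 (camera). All these values of camera use the preset correlation, and 0 lists passed with fry or an estimated correlation. The most abundant genes of the lists not named so far were Col1a1 (mean FPKM 135.6), Fn1 (298.4), Cyr61 (130.8), Mgp (39.5), Sparc (474.3), Gnas (243.3), Dppa5a (1212), Zscan4c (2.34) and Eif2s3y (28.9).

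Zrsr1, an imprinted gene among those with the smallest p in AN and picked out in AI after its values were seen, had an FPKM of 5.93 ± 0.736 (SD, n = 4) in AN F and 8.33 ± 0.488 (SD, n = 5) in AN P. In AI F it was 5.85 ± 0.877 (SD, n = 4) and in AI P 8.52 ± 1.20 (SD, n = 3). It lay lower in all fully reprogrammed lines of both kinds (exact two-sided permutation test, p = 0.0159 in AN and 0.0571 in AI), with adjusted p of 0.636 and 0.521 (limma). It overlaps Commd1 on the opposite strand. For Pou5f1 the log2 fold change was -0.04 in AN and -0.45 in AI, that of Nanog 0.08 and -0.42, that of Sox2 0.02 and -0.32, and that of Sall4 0.37 and 0.18, all with an adjusted p of at least 0.521 (limma). Across genes, which are not independent replicates, the log2 fold changes in AN and AI had a correlation of -0.17. For the 4 genes higher in both comparisons at an unadjusted p under 0.05, 33 of 100 pairs of splits gave an overlap as large and 70 one as small, with a median of 2. The lists of the splits were mostly shorter than the real ones, whose sizes alone would give 13.8.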
